A study of Homo sapiens with 24 samples. Its data were reported in "An updated comparison of microarray and RNA-seq for concentration response transcriptomic study: case studies with two cannabinoids, cannabichromene and cannabinol" (2025).

How the data were processed

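RNA of human iPSC-derived hepatocytes exposed to CBC for 24 h was sequenced in 24 libraries, and each library's gene table was used. Per the labels and the study's methods, the authors made stranded poly(A) libraries and quantified them with DRAGEN against hg38, in the BCL Convert v3.8.4 workflow. The estimated counts were deposited by the authors as reads assigned to each Ensembl gene, not normalized for depth, and 14.9% of the values above 0 were not whole (tolerance 1e-06). TPM values in the deposited tables were scaled by the authors for transcript length and library total, and served only as an alternative. The annotation release and the use of strand in counting were not given in the sources used here. Gene IDs were matched without their version to GENCODE release 44, which named 60295 of them (99.5%), and the 314 unmatched IDs held 0.07% of the counts. Coordinates are from that annotation, on hg38.

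Groups were taken from the concentration in the labels. Estimated counts were rounded to whole numbers, and a library had to hold at least 1000000 counts, which left out replicate 3 at 0.1 µM. The depth of 10.48 to 21.27 M counts limits the precision of genes with few counts, and counting intervals cover counting error only. A ratio with 1 to 3 counts was given with its exact 95% binomial interval, and a group at 0 was set to a floor of 3 counts over the group. CPM are counts in each 1000000 of the TMM-scaled library.

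All 8 groups were fitted together with edgeR 4.0.16 in R 4.3.3, using TMM scaling, its expression filter by group and robust quasi-likelihood tests, with no covariate. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within a comparison. The trend test used 1 slope on the rank of the concentration, from 0 to 7. The 49 lists were tested with camera of limma 3.58.1 (preset correlation 0.01, log2 CPM with a prior count of 2, at least 5 genes), adjusted over the lists of a concentration. They covered AhR, PXR and CAR, NRF2, LXR and PPARA targets, drug and carbonyl metabolism, lipid, bile acid, glucose and amino acid metabolism, secreted proteins, stress responses, signalling, cell death and cycle, mitochondria, ribosomes, histones, cannabinoid-related genes and markers of hepatoblasts and other cell types. Fold changes and tests against the same control libraries were compared with 10 simulations of unchanged groups.

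Benchmark concentrations were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures with Matplotlib 3.10.9. Genes above 0 in every library had to pass a Williams trend test (100 permutations, unadjusted p under 0.05) with a fold change over 1.5. Linear, power, Hill, exponential and polynomial models were fitted to log2 counts scaled by the median of ratios by least squares, and that with the lowest Akaike criterion was used. The response was 1.349 residual standard deviations, and values from 0.01 to 40 µM were kept. Intervals came from 200 bootstrap samples of the residuals for a gene and 1000 bootstrap samples of genes for the median.

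Named genes were chosen by a rule. Among protein-coding genes called with a mean CPM of at least 1 and all libraries of the group on the same side of the 3 control libraries, the 12 highest and 12 lowest fold changes were taken at 40 µM, 5 each at 20 µM and 3 each at lower concentrations. For each list up to 4 members with the smallest adjusted p at 40 µM were added, or the 2 of highest CPM where fewer than 2 were called. CYP1A1, CYP1A2, CYP1B1, CYP3A4, CYP2B6, ALB, AKR1C1, AKR1B10, CYP7A1, DDIT3 and HMOX1 were always included, and the 5 lowest benchmark concentrations among all of these were given. Some genes that met the rule are not reported here, and they stayed in the tests, lists and counts of named calls. At 0.1 µM the condition on the side was applied to the 2 kept libraries. The groups, tests, lists, rule and most alternatives were set before the data were examined.

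The alternatives were median-of-ratios scaling in edgeR, DESeq2 1.42.0, no count filter, a count over 10 in every library, libraries under 1000000 counts kept, only the compared groups in the fit, limma on log2(TPM + 1) with TPM over 1 in at least 3 libraries, the study's thresholds (fold change over 1.5 and p under 0.05, taken here as unadjusted), libraries thinned to equal depth, the replicate number as a block, and leaving out each library. For lists these included fry and an estimated correlation, and for benchmarks other filters, models and responses. On 15859 simulated genes, edgeR at 40 µM recovered 67.2% of 67 changed 1.5-fold, 85.1% of 67 changed 2-fold and 97% of 66 changed 4-fold. There were 7 false calls, but so few changed genes cannot test a broad change. Arrays and a second cannabinoid were not analysed here.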

Results

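The cells were human hepatocytes derived from induced pluripotent stem cells (iPSCs), that is, liver cells differentiated from reprogrammed adult cells. They were exposed for 24 h, on day 6 of culture, to cannabichromene (CBC), a plant cannabinoid from Cannabis sativa, and their mRNA was sequenced. There were 8 groups, at 0 (vehicle control), 0.1, 0.5, 1, 5, 10, 20 and 40 µM CBC, with 3 libraries each. The comparison of each concentration with the control asked which genes responded, and the whole series asked at which concentration they began to respond. Replicate 3 at 0.1 µM held fewer than 1000000 counts and was left out, so that group had n = 2 and all others n = 3. The other 23 libraries held 10.48 to 21.27 M counts (1 M being 1000000), with a mean of 16.47 M. Mean depth was 15.26 ± 2.74 M (SD) in the control group, 19.54 ± 2.45 M at 20 µM and 19.95 ± 1.13 M at 40 µM. The labels call the replicates biological without saying that they came from separate cultures, so p-values measure the spread between these libraries, which may be partly technical.

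Within each group, every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom of 2.17 to 5.1, so no pair was treated as a single library. In the 23 kept libraries, 16698 genes (27.6% of those in the files) had a count above 0 in every library and 13399 (22.1%) a count over 10. The first principal component of the log2 CPM held 44.1% of the variance and placed the 40 µM libraries at 90.8 to 98.2, against -28.8 to 6.1 for all others. The second component, with 4.7% of the variance, placed the 20 µM libraries at -28.5 to -18.9 and the control libraries at 7.3 to 12.4. Transcripts of IGF2, a fetal growth factor, took up 4.36% of all counts in the control group and 1.86% at 40 µM. AFP, the fetal serum protein alpha-fetoprotein, went from 3.15% to 2.02%, and ALB, which encodes albumin, from 1.51% to 0.77%. Counts of mitochondrially encoded genes took up 7.73 ± 0.25% of the library (SD, n = 3) in the control group, 8.51 ± 0.4% at 0.5 µM and 5.18 ± 0.12% at 40 µM. The 10 most abundant genes of each library took up 18.93 ± 0.57% of the counts in the control group and 11.88 ± 0.3% at 40 µM.

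Gene values below are log2 fold changes against the control ± the standard error, from edgeR's quasi-likelihood test with p adjusted by Benjamini-Hochberg over 17225 genes. A gene was said to rise or fall where its adjusted p was under 0.05, and a range of gene adjusted p covers the genes printed with an error in that paragraph. The largest rises and falls given are those among protein-coding genes with a mean of at least 1 CPM whose libraries all lay on the same side of every control library. The numbers of genes called were 328 at 0.1 µM, 1707 at 0.5 µM, 496 at 1 µM, 178 at 5 µM, 777 at 10 µM, 2322 at 20 µM and 9772 at 40 µM. Groups of genes were 49 lists fixed in advance and tested against all other genes with limma's camera, and counts of a list cover its measured genes. Of 237 named genes, 71 overlapped another protein-coding gene in the annotation and 126 a protein-coding or lncRNA gene, and the strand setting of the counting was not given in the sources used here, so reads may be shared between such genes.

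**Figure D1:**
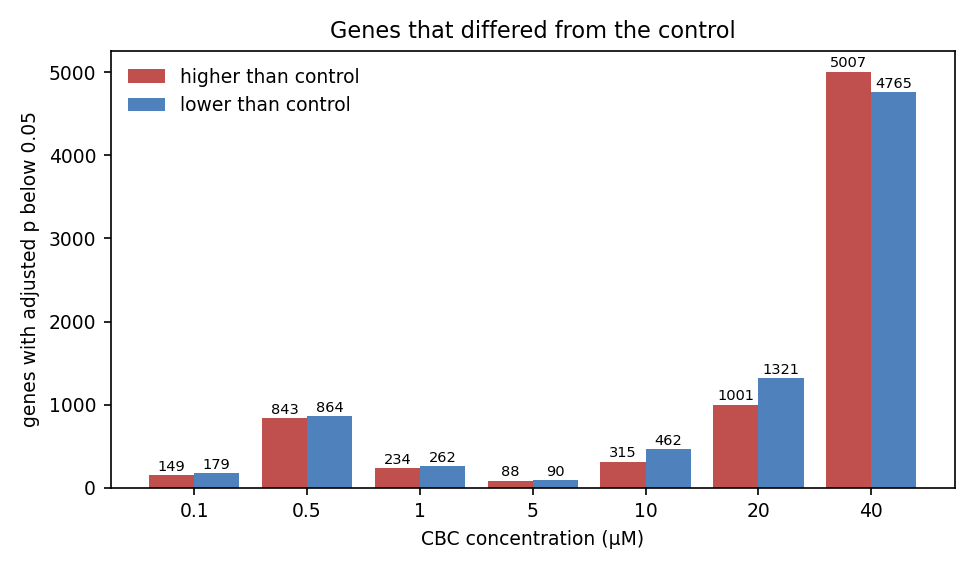
Number of genes called higher and lower than the control (edgeR, adjusted p under 0.05) at each CBC concentration in µM.

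At 40 µM, 5007 genes rose and 4765 fell, which together were 56.7% of the genes tested. Falls were called in the lists of coagulation factors (20 of 20), hepatocyte secreted proteins (23 of 24), bile acid synthesis (14 of 16), cholesterol synthesis (22 of 25) and amino acid catabolism (18 of 24), and rises in those of NRF2 targets (20 of 22), metallothioneins (6 of 7) and heat shock (11 of 16). With an estimated correlation the call of the NRF2 targets held (adjusted p = 0.0211) and those of the other 7 were lost (adjusted p = 0.0964 to 0.166). G6PC1 (ENSG00000131482.10, chromosome 17, 42900797 to 42914438 on hg38), the glucose-6-phosphatase that releases free glucose, fell by 5.73 ± 0.27 (adjusted p = 4.7e-19), and ARG1, the arginase of the urea cycle, by 4.44 ± 0.19 (adjusted p = 4.1e-23). AKR1C1 (ENSG00000187134.14, chromosome 10, 4963253 to 4983283), an aldo-keto reductase, rose by 2.04 ± 0.08, and APOA4, an apolipoprotein, by 3.22 ± 0.07 (adjusted p = 5.34e-14 and 3.86e-23). Fold changes over 1.5 were reached by 2088 of the genes that rose and 2530 of those that fell.

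The 12 protein-coding genes with the highest fitted fold changes at 40 µM were led by MFSD2A (ENSG00000168389.17, chromosome 1, 39955112 to 39969968), a lysophospholipid transporter. It had 0 counts in the control libraries and 513 over the 3 libraries at 40 µM, and was at least 117-fold higher against a floor of 3 counts over the group. Next came IGFN1 (7.29 ± 0.36), OLAH (a fatty acyl thioesterase, 6.84 ± 0.40) and ATP6V0D2 (a vacuolar proton pump subunit, 6.57 ± 0.37), whose control libraries held 4, 4 and 6 counts. KLHDC7B (5.79 ± 0.29), SFN (14-3-3 sigma, 5.65 ± 0.26), TREM1 (a myeloid receptor, 5.54 ± 0.15) and NIBAN1 (5.45 ± 0.16) followed. The remaining genes were ATG9B (an autophagy protein, 5.22 ± 0.40), ANKRD33 (5.18 ± 0.38), C1QL2 (5.09 ± 0.21) and PTPRN (a protein of secretory granules, 5.08 ± 0.33). ATG9B (chromosome 7, 151012209 to 151024499) overlaps NOS3 (150991017 to 151014588) on the opposite strand, so their reads cannot be told apart with certainty. The 12 lowest began with RTL9 (ENSG00000243978.8, chromosome X, 110358848 to 110456334), with 3 counts at 40 µM against 209 in the control and a ratio of 0.00985 (95% exact counting interval 0.00202 to 0.0292). FMO1, a flavin monooxygenase, had 3 counts against 90 (ratio 0.0229, 0.00463 to 0.069), and DAO, D-amino acid oxidase, 3 against 67 (ratio 0.0307, 0.00618 to 0.0937). Falls also ranked here were those of SSTR3 (a somatostatin receptor, -5.26 ± 0.32), CLDN14 (a tight junction protein, -4.90 ± 0.25) and LEAP2 (a liver-expressed peptide, -4.71 ± 0.14). Others were SLC13A2 (a dicarboxylate transporter, -4.68 ± 0.44), ALDH8A1 (an aldehyde dehydrogenase, -4.64 ± 0.14) and the alcohol dehydrogenases ADH1A (-4.74 ± 0.46) and ADH1B (-4.63 ± 0.50), near-identical paralogs whose reads may be shared (gene adjusted p 9.1e-30 to 2.01e-10).

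The depth and make-up of the libraries moved with these groups. The 40 µM libraries were deeper than the control libraries, their mitochondrial share was lower, and of 48 markers in 5 lists of other cell types 18 rose and 13 fell. On log2(TPM + 1), limma called 5864 genes higher and 2539 lower at 40 µM, with a median over all genes of 0.14.

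Among the coagulation factors, 20 of 20 genes fell (the same number adjusted over the list alone), with a median log2 change of -1.20 (camera adjusted p = 2.21e-13, adjusted p = 0.0964 with an estimated correlation). FGA (fibrinogen alpha chain, -1.34 ± 0.04), CPB2 (a fibrinolysis inhibitor, -1.48 ± 0.05) and PROZ (protein Z, -1.49 ± 0.09) were among them. Among hepatocyte secreted proteins, 1 of 24 genes rose and 23 fell (the same numbers adjusted over the list alone), with a median log2 change of -0.68 (camera adjusted p = 2.21e-10, adjusted p = 0.125 with an estimated correlation). ALB (ENSG00000163631.17, chromosome 4, 73397114 to 73421482) went from 15240.0 ± 814 CPM to 6938 ± 192 CPM (SD, n = 3 each), and APOB (the protein of very low density lipoprotein, -1.15 ± 0.04) and ITIH1 (an inter-alpha-trypsin inhibitor chain, -1.47 ± 0.05) fell too. In complement, 17 of 20 genes fell and 3 were not called (the same number adjusted over the list alone), with a median log2 change of -0.50 (camera adjusted p = 6.31e-07, adjusted p = 0.166 with an estimated correlation). C4BPB (a complement regulator, -2.26 ± 0.10) and MASP1 (a lectin pathway protease, -0.96 ± 0.06) were examples. In the acute phase response, 3 of 14 genes rose, 9 fell and 2 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.25 or -0.08 on log2(TPM + 1) (camera adjusted p = 0.111). SAA4 (a serum amyloid, -1.07 ± 0.07) and HP (haptoglobin, -0.48 ± 0.06) fell. Among hepatocyte transcription factors, 1 of 18 genes rose, 15 fell and 2 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.39 or -0.23 on log2(TPM + 1) (camera adjusted p = 3.84e-05, adjusted p = 0.106 with an estimated correlation). They included NR1I3 (the xenobiotic receptor CAR, -2.17 ± 0.20), ONECUT1 (-1.29 ± 0.06) and NR1H4 (the bile acid receptor FXR, -1.26 ± 0.07) (gene adjusted p 1.41e-28 to 1.3e-06).

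In bile acid synthesis, 14 of 16 genes fell and 2 were not called (the same number adjusted over the list alone), with a median log2 change of -0.94 or -0.56 on log2(TPM + 1) (camera adjusted p = 1.34e-06, adjusted p = 0.0964 with an estimated correlation). AKR1D1 (a steroid reductase, -2.45 ± 0.14) and BAAT (which conjugates bile acids, -1.18 ± 0.04) fell, as did CYP7A1 (ENSG00000167910.4, chromosome 8, 58490178 to 58500163), the rate-limiting enzyme, with 4 counts at 40 µM against 28 in the control (-3.20 ± 0.75, adjusted p = 0.000383 with edgeR and 0.106 with limma on log2(TPM + 1)). In bile acid and organic anion transport, 6 of 17 genes rose, 10 fell and 1 was not called (the same numbers adjusted over the list alone), with a median log2 change of -1.14 (camera adjusted p = 0.0293, adjusted p = 0.296 with an estimated correlation). With genes restricted to a count over 10 in every library this camera p was 0.175. ABCC6 (-1.81 ± 0.05) and SLCO1B1 (a hepatic uptake transporter, -1.48 ± 0.09) fell. In the urea cycle and amino acid catabolism, 3 of 24 genes rose, 18 fell and 3 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.75 (camera adjusted p = 3.41e-06, adjusted p = 0.166 with an estimated correlation). GLS2 (liver glutaminase, -2.50 ± 0.13) fell with ARG1. In gluconeogenesis, 4 of 13 genes rose and 9 fell (the same numbers adjusted over the list alone), with a median log2 change of -0.97 or -0.55 on log2(TPM + 1) (camera adjusted p = 0.0157, adjusted p = 0.249 with an estimated correlation). The restriction to counts over 10 gave a camera p of 0.0886. SLC2A2 (the hepatic glucose transporter GLUT2, -2.28 ± 0.08) fell and IGFBP1 (an insulin-like growth factor binding protein, 3.10 ± 0.18) rose. In glycolysis, 12 of 20 genes rose, 7 fell and 1 was not called (the same numbers adjusted over the list alone), with a median log2 change of 0.48 (camera adjusted p = 0.0928). HK1 (2.66 ± 0.11) and HK2 (2.08 ± 0.08), both hexokinases, rose. Among hepatoblast and fetal liver markers, 2 of 13 genes rose, 10 fell and 1 was not called (the same numbers adjusted over the list alone), with a median log2 change of -0.42 (camera adjusted p = 0.000791, adjusted p = 0.0964 with an estimated correlation). AFP (-0.80 ± 0.04), IGF2 (-1.39 ± 0.05) and PEG10 (-1.43 ± 0.05) fell (gene adjusted p 2.48e-28 to 0.000383).

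In cholesterol synthesis, 22 of 25 genes fell and 3 were not called (23 fell adjusted over the list alone), with a median log2 change of -1.06 (camera adjusted p = 5.87e-12, adjusted p = 0.166 with an estimated correlation). MVD (ENSG00000167508.12, chromosome 16, 88651935 to 88663161), mevalonate diphosphate decarboxylase, went from 397 ± 8.07 CPM to 116 ± 9.75 CPM (SD, n = 3 each, -1.78 ± 0.05, adjusted p = 2.44e-25). In fatty acid synthesis, 4 of 19 genes rose and 15 fell (the same numbers adjusted over the list alone), with a median log2 change of -1.09 (camera adjusted p = 3.41e-06, adjusted p = 0.202 with an estimated correlation). ACLY (ATP citrate lyase, -1.05 ± 0.04) and PNPLA3 (-1.38 ± 0.07) fell, while ELOVL5 (an elongase, 1.11 ± 0.05) rose. In the liver X receptor (LXR) and cholesterol efflux list, 11 of 14 genes fell and 3 were not called (1 rose and 11 fell adjusted over the list alone), with a median log2 change of -1.37 or -0.69 on log2(TPM + 1) (camera adjusted p = 4.46e-06, adjusted p = 0.125 with an estimated correlation). ABCA1 (the cholesterol efflux pump, -2.77 ± 0.05) and SREBF1 (a transcription factor of lipid synthesis, -1.56 ± 0.05) fell. Among PPARA targets and fatty acid oxidation, 4 of 26 genes rose, 18 fell and 4 were not called (5 rose and 18 fell adjusted over the list alone), with a median log2 change of -0.53 or -0.27 on log2(TPM + 1) (camera adjusted p = 3.06e-05, adjusted p = 0.166 with an estimated correlation). ACAA1 (a peroxisomal thiolase, -1.22 ± 0.05) fell. In lipid droplets and lipolysis, 6 of 16 genes rose, 5 fell and 5 were not called (7 rose and 5 fell adjusted over the list alone), with a median log2 change of 0.08 or 0.22 on log2(TPM + 1), a mean of -0.08 and a test direction toward higher (camera adjusted p = 0.653). MGLL (monoglyceride lipase, 2.45 ± 0.09) rose and PLIN5 (perilipin 5, -1.96 ± 0.14) fell (gene adjusted p 2.16e-35 to 8.11e-14).

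In the pregnane X receptor (PXR) and CAR list, 3 of 18 genes rose, 12 fell and 3 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.98 (camera adjusted p = 0.000791, adjusted p = 0.279 with an estimated correlation). CYP3A4, the main drug-metabolizing cytochrome P450 of the adult liver, fell (-1.85 ± 0.15), as did SULT2A1 (a sulfotransferase, -3.24 ± 0.10), while ABCB1 (the drug efflux pump P-glycoprotein, 3.19 ± 0.24) rose. Reads of CYP3A4 may be shared with its CYP3A paralogs. Among other phase I enzymes, 3 of 21 genes rose, 16 fell and 2 were not called (3 rose and 17 fell adjusted over the list alone), with a median log2 change of -1.02 or -0.60 on log2(TPM + 1) (camera adjusted p = 5.37e-05, adjusted p = 0.0964 with an estimated correlation). CYP4A11 (-2.18 ± 0.17) and MAOB (a monoamine oxidase, -1.51 ± 0.06) fell. Among other phase II enzymes, 1 of 16 genes rose, 11 fell and 4 were not called (the same numbers adjusted over the list alone), with a median log2 change of -1.02 or -0.60 on log2(TPM + 1) (camera adjusted p = 0.00105, adjusted p = 0.106 with an estimated correlation). UGT2B15 (a glucuronosyltransferase, -1.70 ± 0.12) fell. Among aryl hydrocarbon receptor (AhR) targets, 4 of 11 genes rose, 3 fell and 4 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.03, a mean of 0.14 and a test direction toward higher, and a median of 0.05 on log2(TPM + 1) (camera adjusted p = 0.637). CYP1A1 (ENSG00000140465.14, chromosome 15, 74719542 to 74725536), the best known AhR target, went from 4.11 ± 1.64 CPM to 20.4 ± 1.54 CPM (SD, n = 3 each, 2.27 ± 0.16, adjusted p = 2.21e-16), and CYP1B1 (2.20 ± 0.45) rose too. CYP1A2 and CYP2B6 had too few counts to be tested. Among aldo-keto and carbonyl reductases, 5 of 14 genes rose, 6 fell and 3 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.29 or -0.06 on log2(TPM + 1), a mean of 0.09 and a test direction toward lower (camera adjusted p = 0.786). AKR1C1 (2.04 ± 0.08), whose reads may be shared with AKR1C2, and AKR1B10 (2.36 ± 0.21) rose. In benzo(a)pyrene metabolism, 5 of 9 genes rose, 3 fell and 1 was not called (the same numbers adjusted over the list alone), with a median log2 change of 0.58 (camera adjusted p = 0.274). The study chose that list on these samples, so it is not independent evidence. Adjusted p ranged from 2.25e-22 to 4.98e-05 over the genes printed with an error.

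Among NRF2 targets, the antioxidant response, 20 of 22 genes rose, 1 fell and 1 was not called (21 rose and 1 fell adjusted over the list alone), with a median log2 change of 0.57 (camera adjusted p = 5.7e-10, adjusted p = 0.0211 with an estimated correlation). SRXN1 (sulfiredoxin, 1.76 ± 0.05), SQSTM1 (the autophagy receptor p62, 1.90 ± 0.04) and FTH1 (ferritin heavy chain, 0.92 ± 0.04) rose, and so did HMOX1, heme oxygenase 1 (1.18 ± 0.09, adjusted p = 3.7e-15). In metallothioneins and zinc regulators, 6 of 7 genes rose and 1 was not called (the same number adjusted over the list alone), with log2 changes from -0.03 to 4.37 (camera adjusted p = 0.00304, adjusted p = 0.0964 with an estimated correlation). MT2A (2.68 ± 0.08) and MT1X (2.13 ± 0.30) rose, and reads may be shared among metallothioneins, as among CYP2C, UGT2B and histone genes. In the heat shock list, 11 of 16 genes rose and 5 were not called (12 rose adjusted over the list alone), with a median log2 change of 0.40 (camera adjusted p = 0.000276, adjusted p = 0.125 with an estimated correlation). HSPA8 (0.61 ± 0.04) and HSP90AA1 (0.53 ± 0.04), both chaperones, were examples. In the ATF4 and amino acid response, 16 of 25 genes rose, 6 fell and 3 were not called (16 rose and 7 fell adjusted over the list alone), with a median log2 change of 0.31 (camera adjusted p = 0.0157, adjusted p = 0.344 with an estimated correlation). SLC3A2 (an amino acid transporter chain, 2.07 ± 0.05) and TRIB3 (1.29 ± 0.06) rose, PSPH (a serine synthesis enzyme, -1.17 ± 0.06) fell, and DDIT3, the stress transcription factor CHOP, rose (0.63 ± 0.08, adjusted p = 8.93e-09). In endoplasmic reticulum (ER) chaperones, 8 of 21 genes rose, 8 fell and 5 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.04, a mean of 0.01 and a test direction toward lower, and a median of 0.17 on log2(TPM + 1) (camera adjusted p = 0.988). HYOU1 (0.56 ± 0.05) rose and PDIA4 (-0.32 ± 0.04) fell. In mTORC1, lysosome and autophagy, 15 of 23 genes rose, 2 fell and 6 were not called (16 rose and 2 fell adjusted over the list alone), with a median log2 change of 0.37 (camera adjusted p = 0.000248, adjusted p = 0.102 with an estimated correlation). MAP1LC3B (the autophagosome protein LC3B, 1.34 ± 0.05) and SQSTM1 rose (gene adjusted p 2.84e-33 to 5.98e-08).

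In NF-kB and inflammatory cytokines, 2 of 16 genes rose, 10 fell and 4 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.32 or -0.21 on log2(TPM + 1) (camera adjusted p = 0.0134, adjusted p = 0.166 with an estimated correlation). CXCL10 (-3.76 ± 0.27) and CXCL1 (-1.58 ± 0.12), both chemokines, and NFKBIA (the NF-kB inhibitor, -0.75 ± 0.05) fell. In the interferon response, 5 of 15 genes rose, 5 fell and 5 were not called (the same numbers adjusted over the list alone), with a median log2 change of 0.03 or 0.18 on log2(TPM + 1), a mean of -0.18 and a test direction toward lower (camera adjusted p = 0.653). MX2 (1.08 ± 0.11) rose. In the immediate early and MAPK response, 14 of 23 genes rose, 3 fell and 6 were not called (the same numbers adjusted over the list alone), with a median log2 change of 0.45 or 0.69 on log2(TPM + 1) (camera adjusted p = 0.00637, adjusted p = 0.388 with an estimated correlation). ETV4 (2.95 ± 0.17) and DUSP6 (an ERK phosphatase, 1.31 ± 0.12) rose. Among p53 targets, 4 of 20 genes rose, 13 fell and 3 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.28 or -0.08 on log2(TPM + 1) (camera adjusted p = 0.00637, adjusted p = 0.106 with an estimated correlation). SESN1 (sestrin 1, -1.15 ± 0.06) and BTG2 (-0.94 ± 0.04) fell. Among apoptosis regulators, 8 of 17 genes rose, 3 fell and 6 were not called (the same numbers adjusted over the list alone), with a median log2 change of 0.24 or 0.37 on log2(TPM + 1) (camera adjusted p = 0.317). BAD (-0.81 ± 0.10) fell. In the cell cycle, 2 of 24 genes rose, 18 fell and 4 were not called (2 rose and 19 fell adjusted over the list alone), with a median log2 change of -1.23 or -0.58 on log2(TPM + 1) (camera adjusted p = 0.000235, adjusted p = 0.255 with an estimated correlation). BIRC5 (survivin, -2.37 ± 0.32) and CCNA2 (cyclin A2, -1.59 ± 0.19) fell. Among replication-dependent histones, 2 of 11 genes rose, 4 fell and 5 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.14 (camera adjusted p = 0.426). Of these, H2AC6 (-0.45 ± 0.06) fell and H2BC4 (0.71 ± 0.12) rose (gene adjusted p 1.19e-23 to 3.66e-06).

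Among YAP and TGF-beta targets, 6 of 16 genes rose and 10 fell (the same numbers adjusted over the list alone), with a median log2 change of -0.39 or -0.23 on log2(TPM + 1) (camera adjusted p = 0.317). AMOTL2 (-1.03 ± 0.05) fell and AXL (a receptor tyrosine kinase, 1.57 ± 0.14) rose. In cytoskeleton and epithelial injury, 13 of 21 genes rose, 5 fell and 3 were not called (the same numbers adjusted over the list alone), with a median log2 change of 0.33 or 0.50 on log2(TPM + 1) (camera adjusted p = 0.0336, adjusted p = 0.425 with an estimated correlation). Without 40 µM replicate 1 this camera p was 0.067, and with genes restricted to counts over 10 it was 0.0749. KRT19 (a keratin, 0.83 ± 0.05) rose and MYL9 (a myosin light chain, -1.08 ± 0.09) fell. In the hypoxia response, 7 of 16 genes rose, 4 fell and 5 were not called (the same numbers adjusted over the list alone), with a median log2 change of 0.20 or 0.37 on log2(TPM + 1) (camera adjusted p = 0.399). SLC2A1 (the glucose transporter GLUT1, 1.57 ± 0.10) rose. In nuclear-encoded oxidative phosphorylation, 2 of 25 genes rose, 17 fell and 6 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.20 or -0.02 on log2(TPM + 1) (camera adjusted p = 0.0134, adjusted p = 0.359 with an estimated correlation). ATP5F1A (-0.33 ± 0.04) fell and CYCS (cytochrome c, 0.86 ± 0.05) rose. In the mitochondrial genome, 1 of 13 genes rose, 11 fell and 1 was not called (the same numbers adjusted over the list alone), with a median log2 change of -0.56 or -0.37 on log2(TPM + 1) (camera adjusted p = 7.71e-06, adjusted p = 0.249 with an estimated correlation). MT-CO1 (-1.24 ± 0.05) and MT-CYB (-1.19 ± 0.06) fell. Among cytosolic ribosomal proteins, 20 of 24 genes rose and 4 were not called (21 rose adjusted over the list alone), with a median log2 change of 0.21 or 0.37 on log2(TPM + 1) (camera adjusted p = 0.000114, adjusted p = 0.353 with an estimated correlation). RPL4 (0.39 ± 0.04) was an example. In cannabinoid-related receptors and enzymes, 10 of 19 genes rose, 6 fell and 3 were not called (the same numbers adjusted over the list alone), with a median log2 change of 0.32 or 0.54 on log2(TPM + 1) (camera adjusted p = 0.165). CNR1 (cannabinoid receptor 1, 3.12 ± 0.14) rose (gene adjusted p 6.87e-23 to 3.41e-10).

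Among cholangiocyte (bile duct) markers, 6 of 13 genes rose, 4 fell and 3 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.10, a mean of 0.58 and a test direction toward higher, and a median of 0.22 on log2(TPM + 1) (camera adjusted p = 0.37). CLDN4 (2.48 ± 0.08) rose. Among stellate cell and fibroblast markers, 3 of 14 genes rose, 4 fell and 7 were not called (the same numbers adjusted over the list alone), with a median log2 change of -0.27 (camera adjusted p = 0.399). TAGLN (-1.46 ± 0.09) fell and COL5A1 (1.51 ± 0.17) rose. Among endothelial markers, 3 of 5 genes rose, 1 fell and 1 was not called (the same numbers adjusted over the list alone), with a median log2 change of 0.88 (camera adjusted p = 0.373). LYVE1 (1.66 ± 0.18) rose. Among macrophage and leukocyte markers, 3 of 7 genes rose, 3 fell and 1 was not called (the same numbers adjusted over the list alone), with a median log2 change of 0.51 (camera adjusted p = 0.49). CD68 (1.11 ± 0.11) rose and CD74 (-0.62 ± 0.08) fell. Among neural and neuroendocrine markers, 3 of 9 genes rose, 1 fell and 5 were not called (the same numbers adjusted over the list alone), with a median log2 change of 0.64 or 0.16 on log2(TPM + 1) (camera adjusted p = 0.298). MAP2 (2.39 ± 0.07) rose and NCAM1 (-2.11 ± 0.17) fell. Among pluripotency markers, 1 of 8 genes rose, 1 fell and 6 were not called (1 rose adjusted over the list alone), with a median log2 change of 0.31, and a median of -0.02 on log2(TPM + 1) relative to that of all genes (camera adjusted p = 0.433). TDGF1 (1.70 ± 0.09) rose. Among intestinal epithelium markers, 1 of 7 genes rose, 3 fell and 3 were not called (the same numbers adjusted over the list alone), with a median log2 change of -1.06 or -0.59 on log2(TPM + 1) (camera adjusted p = 0.298). TFF3 (-1.54 ± 0.14) and VIL1 (-1.08 ± 0.05) fell (gene adjusted p 1.45e-28 to 3.02e-09). Across all 49 lists, camera called 8 higher and 21 lower at 40 µM, and with an estimated correlation 1, the NRF2 targets, was called.

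**Figure D2:**
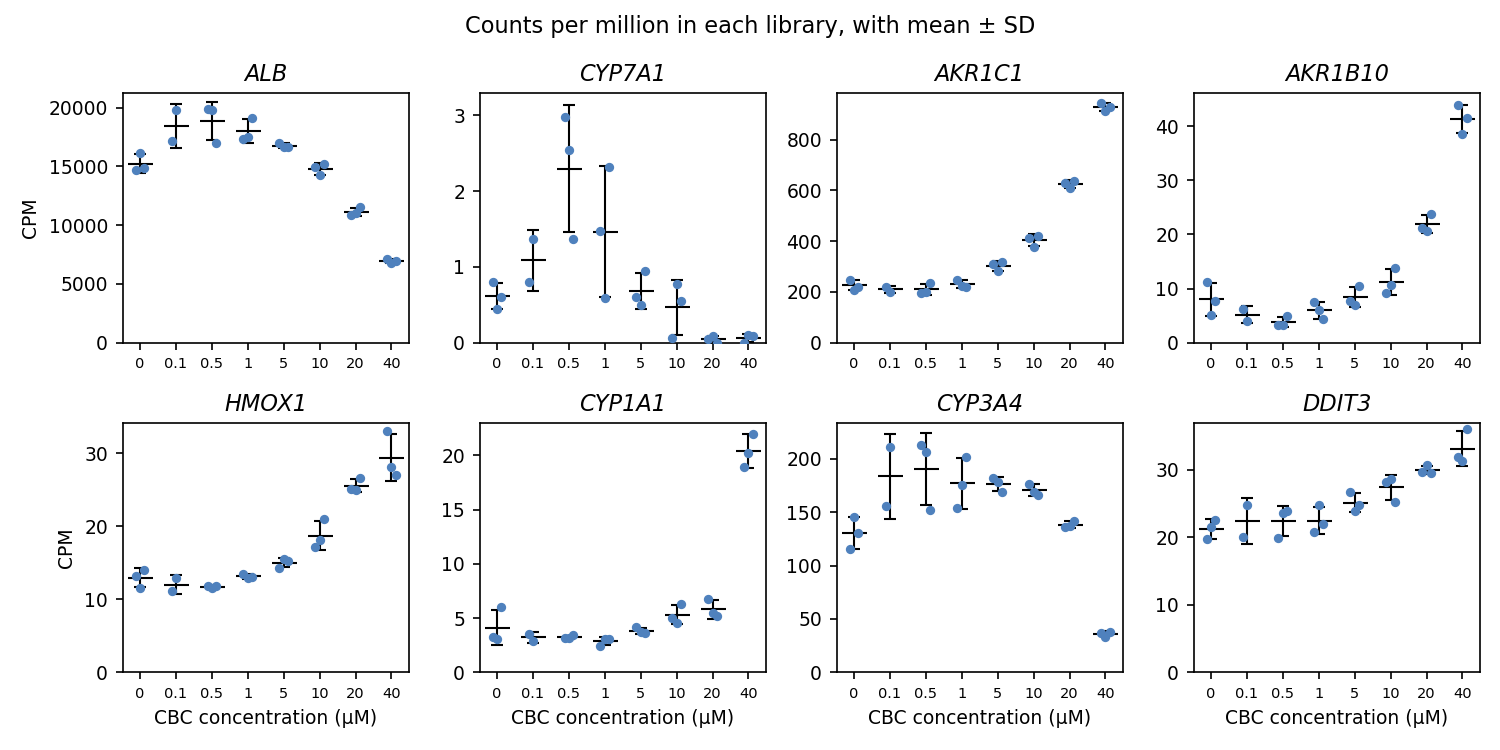
CPM in each library for 8 genes by CBC concentration in µM, with each point a library and bars the mean ± SD. ALB and CYP3A4 were lower and AKR1C1, AKR1B10, HMOX1, CYP1A1 and DDIT3 higher at 40 µM than in the control libraries.

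At 20 µM, 1001 genes rose and 1321 fell, and 498 of these passed a 1.5-fold change. Falls were called in the lists of NF-kB and inflammatory cytokines (16 of 16), cholesterol synthesis (22 of 25) and fatty acid synthesis (15 of 19), and rises in those of NRF2 targets (20 of 22) and heat shock (11 of 16), with adjusted p = 1.62e-05 to 0.0375 with an estimated correlation. Among the largest rises were ATP6V0D2 (2.95 ± 0.51, 65 counts against 6), SLC5A11 (a sodium-coupled inositol transporter, 1.94 ± 0.31) and NOS3 (endothelial nitric oxide synthase, 1.88 ± 0.09), with KLHDC7B (2.13 ± 0.39) and ATG9B (2.06 ± 0.51). Among the largest falls were CXCL10 (-2.19 ± 0.23), NPPB (a natriuretic peptide, -2.15 ± 0.12), RTL9 (-2.09 ± 0.22) and PRUNE2 (-2.33 ± 0.33). Their adjusted p was 7.52e-21 to 0.00523. With limma on log2(TPM + 1) the calls of ATG9B (adjusted p = 0.229), KLHDC7B (0.0731) and PRUNE2 (0.373) were lost, and 881 genes were called higher and 453 lower.

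In NF-kB and inflammatory cytokines, 16 of 16 genes fell (the same number adjusted over the list alone), with a median log2 change of -0.97 (camera adjusted p = 2.44e-26, adjusted p = 1.62e-05 with an estimated correlation). CXCL1 (-1.42 ± 0.12) and NFKBIA (-0.69 ± 0.05) fell. Among NRF2 targets, 20 of 22 genes rose and 2 were not called (21 rose adjusted over the list alone), with a median log2 change of 0.51 (camera adjusted p = 6.08e-33, adjusted p = 1.62e-05 with an estimated correlation). SQSTM1 (0.99 ± 0.04), SRXN1 (0.90 ± 0.05) and NQO1 (a quinone reductase, 0.72 ± 0.05) rose, and so did HMOX1 (0.97 ± 0.09). In the heat shock list, 11 of 16 genes rose and 5 were not called (12 rose adjusted over the list alone), with a median log2 change of 0.25 (camera adjusted p = 1.39e-10, adjusted p = 0.013 with an estimated correlation). HSPA1B (0.47 ± 0.05) and HSP90AA1 (0.44 ± 0.04) rose, and the reads of HSPA1B may be shared with HSPA1A. In the ATF4 and amino acid response, 14 of 25 genes rose, 1 fell and 10 were not called (15 rose and 1 fell adjusted over the list alone), with a median log2 change of 0.26 (camera adjusted p = 2.84e-08, adjusted p = 0.0375 with an estimated correlation). SLC3A2 (1.03 ± 0.05) and DDIT3 (0.49 ± 0.08) rose. Among ER chaperones, 15 of 21 genes fell and 6 were not called (16 fell adjusted over the list alone), with a median log2 change of -0.29 (camera adjusted p = 1.99e-12, adjusted p = 0.00948 with an estimated correlation). HSP90B1 (-0.48 ± 0.04) and PDIA4 (-0.45 ± 0.04) fell. Among YAP and TGF-beta targets, 12 of 16 genes fell and 4 were not called (the same number adjusted over the list alone), with a median log2 change of -0.53 (camera adjusted p = 1.46e-12, adjusted p = 0.0223 with an estimated correlation). AMOTL2 (-0.53 ± 0.05) fell. In the immediate early and MAPK response, 12 of 23 genes fell and 11 were not called (15 fell adjusted over the list alone), with a median log2 change of -0.28 or -0.18 on log2(TPM + 1) (camera adjusted p = 6.6e-07, adjusted p = 0.146 with an estimated correlation). PHLDA1 (-0.55 ± 0.08) fell (gene adjusted p 2.56e-22 to 2.54e-05).

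In cholesterol synthesis, 22 of 25 genes fell and 3 were not called (24 fell adjusted over the list alone), with a median log2 change of -0.45 (camera adjusted p = 4.36e-26, adjusted p = 0.0375 with an estimated correlation). MVD (-1.17 ± 0.05) fell. In fatty acid synthesis, 15 of 19 genes fell and 4 were not called (17 fell adjusted over the list alone), with a median log2 change of -0.47 (camera adjusted p = 6.6e-23, adjusted p = 0.0168 with an estimated correlation). ACLY (-0.73 ± 0.04) and PNPLA3 (-0.52 ± 0.07) fell, as did ELOVL5 (-0.24 ± 0.05), which had risen at 40 µM. In the LXR and cholesterol efflux list, 7 of 14 genes fell and 7 were not called (8 fell adjusted over the list alone), with a median log2 change of -0.22 (camera adjusted p = 6.78e-09, adjusted p = 0.0452 with an estimated correlation). SREBF1 (-0.93 ± 0.05) and ABCA1 (-0.74 ± 0.05) fell. Among hepatocyte secreted proteins, 15 of 24 genes fell and 9 were not called (17 fell adjusted over the list alone), with a median log2 change of -0.22 (camera adjusted p = 1.45e-11, adjusted p = 0.0797 with an estimated correlation). ALB fell (-0.45 ± 0.06). Among the coagulation factors, 14 of 20 genes fell and 6 were not called (18 fell adjusted over the list alone), with a median log2 change of -0.25 (camera adjusted p = 9.52e-11, adjusted p = 0.0725 with an estimated correlation). FGA (-0.42 ± 0.04) fell. Among hepatoblast and fetal liver markers, 2 of 13 genes rose, 7 fell and 4 were not called (2 rose and 9 fell adjusted over the list alone), with a median log2 change of -0.20 (camera adjusted p = 3.7e-05, adjusted p = 0.0204 with an estimated correlation). PEG10 (-0.84 ± 0.05) fell. Gene adjusted p was 7.43e-19 to 0.00127. CYP7A1 had 3 counts at 20 µM against 28 in the control, a ratio of 0.0799 (95% exact counting interval 0.0155 to 0.259, adjusted p = 0.00186 with edgeR and 0.237 with limma on log2(TPM + 1)).

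AKR1C1 rose (1.47 ± 0.08, adjusted p = 1.43e-10), and so did AKR1B10 (1.45 ± 0.22, adjusted p = 0.000228). CYP1A1 was not called at 20 µM (0.46 ± 0.17, adjusted p = 0.0706), but without control replicate 3 it was, with a log2 fold change of 0.88 and adjusted p = 0.000703. In benzo(a)pyrene metabolism, 3 of 9 genes rose, 1 fell and 5 were not called (4 rose and 1 fell adjusted over the list alone), with a median log2 change of 0.08 or 0.30 on log2(TPM + 1) (camera adjusted p = 0.000368, adjusted p = 0.0179 with an estimated correlation). As above, this list is not independent evidence. Camera called 27 of the 49 lists at 20 µM, 6 higher and 21 lower, and 13 with an estimated correlation. Of 48 markers of other cell types, 5 rose and 8 fell at 20 µM. Directly between 20 and 40 µM, 9568 genes differed, 4807 of them higher at 40 µM.

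At 10 µM, 315 genes rose and 462 fell. The largest rises were those of PWP2 (1.51 ± 0.42), SLC5A11 (1.41 ± 0.33) and LAMP3 (a lysosomal membrane protein, 1.00 ± 0.21), and the largest falls those of ADM5 (-1.43 ± 0.36), NPPB (-1.40 ± 0.11) and LDLRAD2 (-1.37 ± 0.37). AKR1C1 rose (0.84 ± 0.08), as did HMOX1 (0.53 ± 0.10) and DDIT3 (0.36 ± 0.09). Their adjusted p was 4.44e-08 to 0.0245. Among NRF2 targets, 16 of 22 genes rose and 6 were not called (18 rose adjusted over the list alone), with a median log2 change of 0.30 (camera adjusted p = 3.37e-26, adjusted p = 4.79e-05 with an estimated correlation). NQO1 (0.55 ± 0.05) and SRXN1 (0.52 ± 0.05) rose. In NF-kB and inflammatory cytokines, 15 of 16 genes fell and 1 was not called (the same number adjusted over the list alone), with a median log2 change of -0.53 (camera adjusted p = 2.72e-24, adjusted p = 4.79e-05 with an estimated correlation). CXCL10 (-1.13 ± 0.21) and NFKBIA (-0.43 ± 0.05) fell. Among YAP and TGF-beta targets, 12 of 16 genes fell and 4 were not called (13 fell adjusted over the list alone), with a median log2 change of -0.44 (camera adjusted p = 8.5e-13, adjusted p = 0.044 with an estimated correlation). AMOTL2 (-0.38 ± 0.05) fell. In cholesterol synthesis, 8 of 25 genes fell and 17 were not called (12 fell adjusted over the list alone), with a median log2 change of -0.18 (camera adjusted p = 1.87e-10, adjusted p = 0.173 with an estimated correlation). MVD (-0.73 ± 0.05) fell. In fatty acid synthesis, 10 of 19 genes fell and 9 were not called (the same number adjusted over the list alone), with a median log2 change of -0.17 or -0.29 on log2(TPM + 1) (camera adjusted p = 2.08e-12, adjusted p = 0.0795 with an estimated correlation). ACLY (-0.48 ± 0.04) fell, with adjusted p of 2.06e-12 to 0.000513 over these list members. The count of 777 became 490 without control replicate 1, 492 without control replicate 3, 456 without 10 µM replicate 1 and 493 without 10 µM replicate 3. Of 10 named calls, the numbers lost were 3 without 10 µM replicate 1 (adjusted p 0.0545 to 0.146), 2 without 10 µM replicate 2 (adjusted p 0.0725 to 0.0915), 1 without 10 µM replicate 3 (adjusted p = 0.0927), 3 without control replicate 1 (adjusted p 0.0677 to 0.182), 1 without control replicate 2 (adjusted p = 0.057) and 2 without control replicate 3 (adjusted p 0.0684 to 0.0777), and another setting ended 4. On log2(TPM + 1), 106 genes were called higher and 158 lower. Of 48 markers of other cell types, 1 rose and 7 fell at 10 µM.

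At 5 µM, 88 genes rose and 90 fell, the smallest number of the 7 comparisons with the control. ABCG2 (a drug efflux pump, 0.73 ± 0.16), AKR1C2 (0.54 ± 0.05) and SLCO1B1 (0.46 ± 0.08) had the largest rises, and LTB (lymphotoxin beta, -1.03 ± 0.21), ZNF625-ZNF20 (a readthrough of adjacent zinc finger genes, -0.85 ± 0.20) and MMP24 (-0.82 ± 0.22) the largest falls. The reads of ZNF625-ZNF20 may be shared with ZNF20 and ZNF625. AKR1C1 (0.43 ± 0.08) rose as well, and adjusted p was 4.06e-09 to 0.0497. Among NRF2 targets, 8 of 22 genes rose and 14 were not called (14 rose adjusted over the list alone), with a median log2 change of 0.15 (camera adjusted p = 5.32e-17, adjusted p = 0.000626 with an estimated correlation). In NF-kB and inflammatory cytokines, 8 of 16 genes fell and 8 were not called (14 fell adjusted over the list alone), with a median log2 change of -0.40 (camera adjusted p = 1.2e-17, adjusted p = 0.000331 with an estimated correlation). In the PXR and CAR list, 4 of 18 genes rose and 14 were not called (11 rose adjusted over the list alone), with a median log2 change of 0.19 (camera adjusted p = 1.18e-09, adjusted p = 0.101 with an estimated correlation). Among YAP and TGF-beta targets, 5 of 16 genes fell and 11 were not called (11 fell adjusted over the list alone), with a median log2 change of -0.30 (camera adjusted p = 2.38e-10, adjusted p = 0.0729 with an estimated correlation). The count of 178 was 69 without control replicate 1, 55 without control replicate 3, and 55, 85 and 73 without 5 µM replicates 1, 2 and 3. Of 7 named calls, the numbers lost were 2 without 5 µM replicate 1 (adjusted p 0.0618 to 0.217), 2 without 5 µM replicate 2 (adjusted p 0.0776 to 0.186), 5 without 5 µM replicate 3 (adjusted p 0.0563 to 0.167), 4 without control replicate 1 (adjusted p 0.0619 to 0.159), 1 without control replicate 2 (adjusted p = 0.0761) and 3 without control replicate 3 (adjusted p 0.0646 to 0.226), and another setting ended 6. limma on log2(TPM + 1) called 13 genes higher and 9 lower. Of the 48 markers of other cell types, 2 fell.

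At 0.5 µM, 843 genes rose and 864 fell, more than at 1, 5 or 10 µM. Rises were called in the lists of cholesterol synthesis (22 of 25), fatty acid synthesis (12 of 19), bile acid synthesis (10 of 16) and hepatocyte secreted proteins (13 of 24), and falls in those of the immediate early response (18 of 23) and YAP targets (10 of 16). These list calls were lost with an estimated correlation (adjusted p = 0.0644 to 0.0733). IL1RN (ENSG00000136689.18, chromosome 2, 113099315 to 113134016), the interleukin-1 receptor antagonist, rose (1.19 ± 0.25, adjusted p = 0.00123), as did ALDH1A2 (a retinoic acid synthase, 1.11 ± 0.34) and CXXC4 (0.86 ± 0.23). ANGPT2 (angiopoietin 2, -1.72 ± 0.40), PEAR1 (-1.59 ± 0.45) and GAL (the neuropeptide galanin, -1.54 ± 0.49) had the largest falls. CYP3A4 (0.55 ± 0.13), CYP7A1 (1.89 ± 0.48) and ALB (0.31 ± 0.06) rose and AKR1B10 (-1.07 ± 0.30) fell, with adjusted p of 0.000537 to 0.0346 over these genes. With only the control and 0.5 µM in the fit the adjusted p of CYP3A4 was 0.17.

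In cholesterol synthesis, 22 of 25 genes rose and 3 were not called (23 rose and 1 fell adjusted over the list alone), with a median log2 change of 0.32 (camera adjusted p = 7.05e-18, adjusted p = 0.0724 with an estimated correlation). NSDHL (0.39 ± 0.06) rose. In fatty acid synthesis, 12 of 19 genes rose and 7 were not called (16 rose adjusted over the list alone), with a median log2 change of 0.33 or 0.20 on log2(TPM + 1) (camera adjusted p = 4.64e-13, adjusted p = 0.0644 with an estimated correlation). PNPLA3 (0.40 ± 0.07) rose. In bile acid synthesis, 10 of 16 genes rose and 6 were not called (13 rose adjusted over the list alone), with a median log2 change of 0.31 (camera adjusted p = 1.66e-09, adjusted p = 0.0644 with an estimated correlation). Among hepatocyte secreted proteins, 13 of 24 genes rose and 11 were not called (18 rose and 1 fell adjusted over the list alone), with a median log2 change of 0.22 or 0.13 on log2(TPM + 1) (camera adjusted p = 7.36e-12, adjusted p = 0.0733 with an estimated correlation). APOH (0.22 ± 0.04) and APOA4 (0.39 ± 0.08) rose. Among the coagulation factors, 11 of 20 genes rose and 9 were not called (16 rose adjusted over the list alone), with a median log2 change of 0.20 or 0.11 on log2(TPM + 1) (camera adjusted p = 6.9e-11, adjusted p = 0.0724 with an estimated correlation). In the urea cycle and amino acid catabolism, 11 of 24 genes rose and 13 were not called (16 rose adjusted over the list alone), with a median log2 change of 0.27 or 0.15 on log2(TPM + 1) (camera adjusted p = 4.19e-10, adjusted p = 0.0724 with an estimated correlation). GLS2 (0.49 ± 0.10) rose. In the mitochondrial genome, 11 of 13 genes rose and 2 were not called (the same number adjusted over the list alone), with a median log2 change of 0.19 or 0.11 on log2(TPM + 1) (camera adjusted p = 3.4e-08, adjusted p = 0.13 with an estimated correlation). In the immediate early and MAPK response, 18 of 23 genes fell and 5 were not called (19 fell adjusted over the list alone), with a median log2 change of -0.73 (camera adjusted p = 8.88e-18, adjusted p = 0.0644 with an estimated correlation). ETV4 (-1.41 ± 0.26) and PHLDA1 (-0.58 ± 0.08) fell. Among YAP and TGF-beta targets, 10 of 16 genes fell and 6 were not called (13 fell adjusted over the list alone), with a median log2 change of -0.49 (camera adjusted p = 1.15e-11, adjusted p = 0.0644 with an estimated correlation). AMOTL2 (-0.27 ± 0.05) fell. In the cell cycle, 6 of 24 genes fell and 18 were not called (14 fell adjusted over the list alone), with a median log2 change of -0.51 (camera adjusted p = 2.99e-07, adjusted p = 0.104 with an estimated correlation). The genes named had adjusted p of 1.41e-05 to 0.00124.

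Of 48 markers of other cell types, 1 rose and 10 fell at 0.5 µM. Of 11 named calls at 0.5 µM, the numbers lost were 5 without 0.5 µM replicate 1 (adjusted p 0.0667 to 0.135), 3 without 0.5 µM replicate 2 (adjusted p 0.0802 to 0.188), 2 without 0.5 µM replicate 3 (adjusted p 0.0664 to 0.102), 3 without control replicate 1 (adjusted p 0.053 to 0.154), 1 without control replicate 2 (adjusted p = 0.119) and 6 without control replicate 3 (adjusted p 0.0534 to 0.188), and another setting ended 8. The 1707 calls became 858 without control replicate 1, 1015 without control replicate 3, 784 without 0.5 µM replicate 1 and 869 without 0.5 µM replicate 2. On log2(TPM + 1), limma called 176 genes higher and 837 lower.

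At 1 µM, 234 genes rose and 262 fell. IL1RN (0.92 ± 0.25), HTR3B (a serotonin receptor subunit, 0.65 ± 0.15) and CDH12 (0.60 ± 0.16) had the largest rises, ANGPT2 (-1.54 ± 0.40), STX11 (-1.47 ± 0.35) and PAQR4 (-1.23 ± 0.33) the largest falls, and ALB (0.24 ± 0.06) rose (adjusted p 0.0127 to 0.0359). In cholesterol synthesis, 13 of 25 genes rose, 1 fell and 11 were not called (23 rose and 1 fell adjusted over the list alone), with a median log2 change of 0.27 (camera adjusted p = 1.01e-19, adjusted p = 0.0839 with an estimated correlation). Among hepatocyte secreted proteins, 9 of 24 genes rose and 15 were not called (17 rose adjusted over the list alone), with a median log2 change of 0.20 (camera adjusted p = 2.74e-12, adjusted p = 0.0951 with an estimated correlation). In the immediate early and MAPK response, 10 of 23 genes fell and 13 were not called (18 fell adjusted over the list alone), with a median log2 change of -0.51 (camera adjusted p = 4.52e-15, adjusted p = 0.0711 with an estimated correlation). The 496 calls became 96 without control replicate 1, 767 without control replicate 2, 157 without control replicate 3, 182 without 1 µM replicate 2 and 161 without 1 µM replicate 3. Of 8 named calls, the numbers lost were 5 without 1 µM replicate 2 (adjusted p 0.08 to 0.155), 7 without 1 µM replicate 3 (adjusted p 0.0593 to 0.231), 7 without control replicate 1 (adjusted p 0.0918 to 0.229), 1 without control replicate 2 (adjusted p = 0.0846) and 7 without control replicate 3 (adjusted p 0.0522 to 0.168), and another setting ended 6. On log2(TPM + 1), 50 genes were called higher and 157 lower. At 1 µM, 5 of the 48 markers of other cell types fell.

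At 0.1 µM, with n = 2, 149 genes rose and 179 fell. IL1RN (1.04 ± 0.28) and NPIPB2 (a member of a duplicated family, so that reads may be shared, 1.02 ± 0.27) were among the largest rises, and KRT15 (a keratin, -1.52 ± 0.39), BEND6 (-1.50 ± 0.41) and PCDHB4 (a protocadherin, -1.49 ± 0.40) were the largest falls, while ALB (0.28 ± 0.06) rose (adjusted p 0.0165 to 0.0435). For the genes with the largest changes, both kept 0.1 µM libraries lay on the same side of all control libraries. In cholesterol synthesis, 7 of 25 genes rose and 18 were not called (18 rose and 1 fell adjusted over the list alone), with a median log2 change of 0.22 (camera adjusted p = 6.42e-12, adjusted p = 0.194 with an estimated correlation). In the immediate early and MAPK response, 9 of 23 genes fell and 14 were not called (17 fell adjusted over the list alone), with a median log2 change of -0.46 (camera adjusted p = 1.44e-13, adjusted p = 0.121 with an estimated correlation). In the mitochondrial genome, 4 of 13 genes rose and 9 were not called (12 rose adjusted over the list alone), with a median log2 change of 0.18 (camera adjusted p = 7.73e-08, adjusted p = 0.194 with an estimated correlation). The 328 calls became 70, 612 and 128 without control replicates 1, 2 and 3, and 498 and 6 without 0.1 µM replicates 1 and 2. Of 8 named calls, the numbers lost were 5 without 0.1 µM replicate 1 (adjusted p 0.0546 to 0.254), 8 without 0.1 µM replicate 2 (adjusted p 0.229 to 0.801), 8 without control replicate 1 (adjusted p 0.0862 to 0.211), 2 without control replicate 2 (adjusted p 0.0704 to 0.0985) and 7 without control replicate 3 (adjusted p 0.057 to 0.165), and another setting ended 8. On log2(TPM + 1), 14 genes were called higher and 78 lower. At 0.1 µM, 1 of the 48 markers of other cell types fell.

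**Figure D3:**
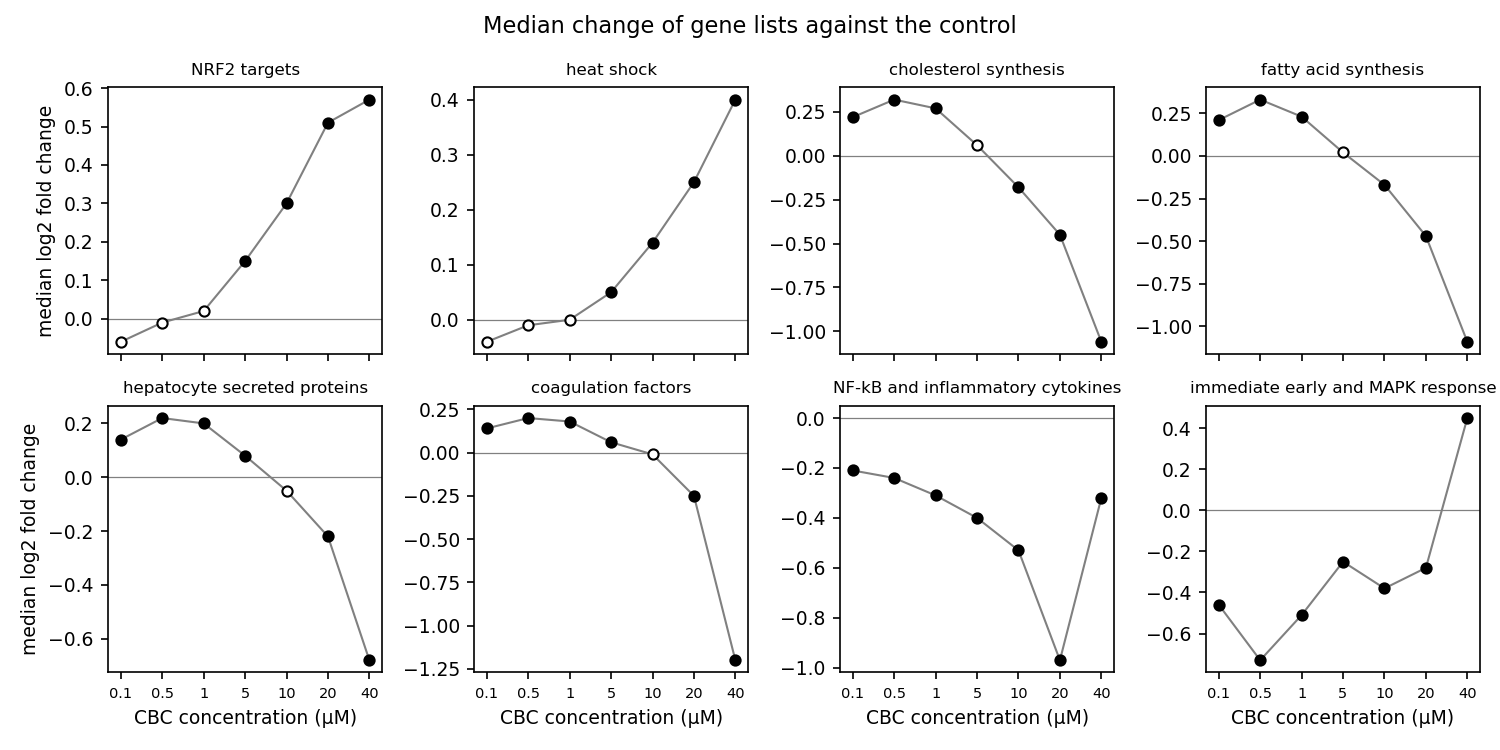
Median log2 fold change against the control of 8 gene lists by CBC concentration in µM, filled where camera's adjusted p was under 0.05. The cholesterol synthesis median was 0.32 at 0.5 µM and -0.45 at 20 µM, and that of NRF2 targets 0.15 at 5 µM and 0.57 at 40 µM.

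Comparisons that did not use the control libraries asked whether the treated groups differed from each other. Between 0.1 and 0.5 µM, 0.1 and 1 µM, and 0.5 and 1 µM edgeR called 0 genes, with 716, 729 and 961 genes under an unadjusted p of 0.05 where chance gives 861 of 17225, and DESeq2 called 2, 2 and 1. Between 0.5 and 5 µM 433 genes differed, between 5 and 10 µM 87, between 5 and 20 µM 2103, and between 10 and 20 µM 830. Genes called at 0.5 µM were followed over the series. Their median log2 fold change in the direction of 0.5 µM was 0.21 at 0.1 µM, 0.29 at 0.5 µM, 0.13 at 5 µM, 0.02 at 20 µM and -0.45 at 40 µM. At 40 µM, 226 of them were called in the same direction and 1188 in the opposite one. In the cholesterol synthesis list, 24 of 25 genes were called lower at 20 than at 0.5 µM.

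Fold changes against the same control libraries share their chance values. Between 20 and 40 µM the correlation across 17225 genes, which are not independent replicates, was 0.40, against 0.54 in 10 simulations of unchanged groups. The covariance was 0.195 against 0.0559, a difference of 0.139. There were 713 genes higher in both and 948 lower in both, where independent lists would give 291 and 365.4. Between 0.5 and 1 µM the correlation was 0.53 (simulated 0.48) and the covariance 0.114 (simulated 0.0546, difference 0.0596), with 220 higher and 235 lower in both against 11.5 and 13.1. Between 0.5 and 40 µM the correlation was -0.04 (simulated 0.52) and the covariance -0.0168 (simulated 0.0546, difference -0.0714), with 81 genes higher and 145 lower in both against 245 and 239, and 1188 genes called in opposite directions where independent lists give 484.4. In the simulations 0 genes were called in both. The 3 control libraries were not split, and part of any excess may come from the shared controls.

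A trend over the concentration rank, from 0 to 7, was called for 7350 genes, 4127 rising and 3223 falling. AKR1C1 rose by 0.301 log2 units per step (adjusted p = 2.68e-07) and CYP1A1 by 0.317 (adjusted p = 0.000158). ALB fell by 0.15 per step (adjusted p = 0.000628). Of the trend genes, 6925 were also called at 40 µM, all in the same direction. Without the 40 µM group the count was 1905, without the 20 and 40 µM groups 235, and without replicates 1 or 2 of every group 4899 and 3967.

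The benchmark concentration (BMC) is that at which a fitted curve departs from its own value at 0 µM by a set multiple of the residual spread. It was estimated for 4363 of the 4447 genes that passed the filter. The median was 19.1 µM (18.6 to 19.5 by bootstrap of genes, not libraries), quartiles 11.3 and 27.9 µM and range 0.0174 to 40 µM. AKR1C1 had a BMC of 1.25 µM (0.68 to 2.18) with its 95% bootstrap interval, HMOX1 2.04 µM (1.15 to 3.7), DDIT3 3.72 µM (1.74 to 6.97) and AKR1B10 4.75 µM (2.27 to 9.38). ALB had 4.98 µM (2.85 to 8.18), CYP1A1 9.56 µM (4.32 to 16) and CYP3A4 20.7 µM (7.62 to 25). ALB, CYP3A4, AKR1B10 and most cholesterol genes had opposite calls at lower concentrations, so their BMCs are not onsets. CYP7A1 had a count of 0 in a library and was not fitted. The lowest 5 among the named genes were MYL9 at 0.0174 µM (0.0105 to 0.0494), LTB at 0.0394 µM (0.011 to 0.163), and MMP24, ALDH1A2 and CXXC4 at 0.0264, 0.0356 and 0.0562 µM. All 5 are extrapolations below 0.1 µM, the lowest concentration tested, and upper bounds of those last genes lay above the range tested. Median BMCs were 2.5 µM over 14 NRF2 targets, 3.37 µM over 10 NF-kB genes, 5.44 µM over 19 cholesterol synthesis genes and 11.3 µM over 7 genes of benzo(a)pyrene metabolism. Without 40 µM the median over all genes was 5.04 µM.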

Values the study reported

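The study reported that RNA-seq libraries of the CBC series had between 10.5 and 21.3 M mapped reads, 16.5 M on average. It gave 16,698 genes (27.6%) with a count above 0 in every library and 13,399 (22.1%) above 10. For genes shared with the arrays it reported 247, 361, 235, 167, 296, 577 and 3928 differentially expressed genes from the lowest to the highest CBC concentration. In its benchmark modelling 3941 genes passed the prefilter and 3887 were modeled, with values from 0.016 to 39.983 µM.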

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

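All tests of explanations in this part and all counts of splits were chosen after the results were seen. Lists were singled out where camera called them in opposite directions at 0.5 and 20 µM and the direct comparison of 20 with 0.5 µM was called with both correlations. With an estimated correlation all 10 calls at 0.5 µM were lost (adjusted p = 0.0644 to 0.175), as were those of secreted proteins, coagulation factors, complement, bile acid synthesis and the acute phase at 20 µM (adjusted p = 0.0725 to 0.375). The direct median log2 difference was -0.76 (adjusted p = 6.95e-34, adjusted p = 0.0191 with an estimated correlation) for cholesterol synthesis, -0.78 (adjusted p = 6.43e-27, adjusted p = 0.0103 with an estimated correlation) for fatty acid synthesis and -0.50 (adjusted p = 4.16e-11, adjusted p = 0.0212 with an estimated correlation) for the LXR list. It was -0.43 (adjusted p = 4.05e-20, adjusted p = 0.0212 with an estimated correlation) for secreted proteins, -0.51 (adjusted p = 3.1e-18, adjusted p = 0.0212 with an estimated correlation) for coagulation factors and -0.41 (adjusted p = 2.47e-13, adjusted p = 0.0276 with an estimated correlation) for complement. Bile acid synthesis had -0.36 (adjusted p = 4.48e-09, adjusted p = 0.0212 with an estimated correlation) and the acute phase -0.26 (adjusted p = 0.000101, adjusted p = 0.0447 with an estimated correlation), and their calls at 20 µM were lost without control replicate 2 (adjusted p = 0.0831 and 0.0909). The bile acid call was also lost without control replicate 3 (0.0689), 20 µM replicate 1 (0.0664) or 20 µM replicate 2 (0.0711), and the acute phase call without 20 µM replicate 3 (0.0911). The ATF4 list had 0.31 (adjusted p = 2.39e-11, adjusted p = 0.0178 with an estimated correlation). Hepatoblast markers had -0.29 (adjusted p = 1.87e-06, adjusted p = 0.0118 with an estimated correlation), with a median at 0.5 µM of 0.05, or -0.03 on log2(TPM + 1). Single genes called at both 0.5 and 20 µM numbered 331 in the same and 332 in opposite directions, and at 0.5 and 40 µM 226 and 1188.

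The first pattern was the rise of lipid synthesis genes at 0.5 µM and their fall at 20 µM. A shift of the control libraries cannot make 20 and 0.5 µM differ, and 24 of 25 cholesterol synthesis genes were lower at 20 µM. A difference in depth was tested on thinned libraries, where 24 were also lower. Where 0.5 µM lies against an unshifted control stays open, and a response to CBC that changes direction with concentration is a hypothesis only.

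The second pattern was the number of genes that differed between the control and 0.1 to 1 µM. One deviant control library would end most calls, but at 0.5 µM at least 858 genes were called with any 1 of the control libraries left out. At 1 and 0.1 µM it stays open, as 96 and 70 genes were called without control replicate 1, 157 and 128 without replicate 3, and 767 and 612 without replicate 2. A shift shared by all control libraries may account for part of it and cannot be told apart from a response to CBC, since the controls are a single group, although 433 genes differed between 0.5 and 5 µM without using them. A response that rises from 0.1 to 1 µM was neither shown nor excluded, as 729 genes had an unadjusted p under 0.05 between them where chance gives 861, and a response already complete at 0.1 µM stays open.

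The third pattern was the breadth of the change at 40 µM. A wrong scaling factor alone would move genes in a single direction, yet 2088 genes rose and 2530 fell by over 1.5-fold. Added to a broad change it would also leave both directions, so these counts cannot tell whether the factor was right. On log2(TPM + 1), 5864 genes were called higher and 2539 lower. Gene length bias would move genes of similar length the same way, but in each of 20 length bins 37.7 to 51.9% of these genes rose. A lower share of hepatocytes alone would raise markers of other cells, but 18 rose and 13 fell. Added to a broad change it stays open. A broad response to 40 µM remains a hypothesis, and cell death or detachment was not measured here.

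With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and the real one always gave the highest count. Over the 6 libraries alone it was 9503 at 40 µM (highest other 0), 2116 at 20 µM (1), 876 at 10 µM (3), 282 at 5 µM (10), 503 at 1 µM (2) and 1357 at 0.5 µM (1). For lists it was 27 at 40 µM (16) and 25 at 20 µM (15). For the trend, 1 of 100 splits gave as many genes, 7350 against a highest other of 2578. Chance was unlikely over all groups and was not tested without 40 µM.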

How the results depend on the processing

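The comparisons with the mean of the control to 5 µM groups and the trends without the control group were chosen after seeing the data. No called gene among those named turned direction in settings compared below, and list medians that changed sign are given with their lists. The side with more calls changed in some settings, as at 20 µM with limma on log2(TPM + 1) (881 higher, 453 lower) and at 0.5 µM with median-of-ratios scaling in edgeR (909 higher, 814 lower). At the study's thresholds the counts were 4805 at 40 µM, 815 at 20 µM, 459 at 10 µM and 564 at 0.5 µM. As applied here, that rule asks for a fold size and does not adjust p. limma on log2(TPM + 1) called 1334 genes at 20 µM, 264 at 10 µM, 22 at 5 µM, 207 at 1 µM, 1013 at 0.5 µM and 92 at 0.1 µM. Without a count filter there were 362 at 5 µM, 778 at 1 µM and 647 at 0.1 µM, and with only the compared groups in the fit 282 at 5 µM and 168 at 0.1 µM. Against the mean of the control to 5 µM groups 4154 genes were called at 20 µM. Trend counts were 1905 without 40 µM, 235 without 20 and 40 µM and 1183 without control, 20 and 40 µM. Other settings moved gene counts by less than 1.5 times, single libraries left out apart.

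Leaving out 1 library gave 8956 to 9315 genes at 40 µM, 1648 to 2197 at 20 µM, 456 to 743 at 10 µM, 55 to 216 at 5 µM, 96 to 767 at 1 µM, 784 to 2056 at 0.5 µM and 6 to 612 at 0.1 µM, with a lone 0.1 µM library assumed to vary like the others. Leaving out a replicate of every group gave 3967 to 5127 trend genes and median BMCs of 16.6 to 17.2 µM. That median was 17.4 µM with the edgeR trend filter, 15.3 µM at a response of 1 residual SD, 16.1 µM with the SD of the control libraries, 20 µM with the Hill model, 19.6 µM with linear, power and polynomial models, 17.6 µM with counts over 10 and 5.04 µM without the 40 µM group. Fry called 47 lists at 40 µM.

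The replicate numbers did not pair the libraries. Deviations of libraries sharing a number had a mean correlation of 0.002, and 7 of 23 correlated best with their own number. With the replicate block the counts were 9744 at 40 µM, 2323 at 20 µM, 763 at 10 µM, 168 at 5 µM, 548 at 1 µM, 1702 at 0.5 µM and 268 at 0.1 µM. The block called CYP1A1 at 20 µM (log2 fold change 0.49, adjusted p = 0.0447), and BEND6, IL1RN and PCDHB4 at 0.1 µM and MMP24 at 5 µM were not called with it (adjusted p 0.0515 to 0.0739). Of the named calls, 217 of 229 at 40 µM and 13 of 17 at 20 µM held in every setting, against 4 of 10 at 10 µM, 1 of 7 at 5 µM, 0 of 8 at 1 µM, 2 of 11 at 0.5 µM and 0 of 8 at 0.1 µM. Thinned to equal depth, 8864 genes were called at 40 µM.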

Other observations

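At 40 µM 4630 protein-coding genes rose and 4077 fell, as did 214 and 486 of 2010 lncRNA genes tested. LncRNA genes held 3.26 ± 0.16% of counts (SD, n = 3) in the control and 2.24 ± 0.05% at 40 µM. H19 alone fell as much, from 2.27% to 1.2%.

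At the thresholds of fold change over 1.5 and unadjusted p under 0.05, edgeR called 409, 564, 359, 264 and 459 genes from 0.1 to 10 µM over all genes tested, and DESeq2 314, 468, 277, 211 and 371. The edgeR counts are higher than those quoted from the study above, which cover only genes shared with the arrays.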
